A study of Mus musculus with 8 samples.

How the data were processed

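Total RNA of sorted EcTM and non-EcTM from mouse hearts was extracted with a column kit for small samples, and stranded total RNA libraries were made with a random-primed kit for picogram inputs. Per the labels, the authors demultiplexed with bcl2fastq 2.17, aligned to mm10 with TopHat and used DESeq2 under R 3.2. The program that counted reads, its annotation and its strand setting are not given in the sources used here. The deposited table gives counts for 24516 genes in 8 libraries, and the authors also deposited log2 values for the same genes and libraries. Over the 14319 genes with a count, the deposited log2 values were matched to within 0.00881 by a regularised log transformation of the counts in DESeq2 with the number and the group in its design, and to within 0.139 with the group alone. All values here were computed from the counts. Of the genes, 24447 were matched by Entrez number to the RefSeq annotation of GRCm38.p6, the assembly that mm10 names, which gave the coordinates.

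The count table was checked before use. Of its genes 10197 (41.6%) were at 0 in all 8 libraries, among them abundant genes such as Ctss and Rpl38. In families of housekeeping genes fixed for this check, the median total count over 8 libraries was 533 for 307 genes with 1 curated transcript, 53.5 for 92 genes with 2 and 24 for 95 genes with at least 3. Counts of genes with several transcripts are therefore low by an unknown factor. Whether it is the same in every library was not tested, and a difference in transcript use between groups could change it, so genes are compared between groups only and those with 1 curated transcript were also fitted alone. Of the 7667 tested genes 7661 have a known number of curated transcripts, and 5261 of these (68.7%) have 1 curated transcript.

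Groups were taken from the labels. The pairing by title number was checked in the counts. After removal of the group means, the 4 pairs of the same number had Pearson correlations across genes of 0.12 to 0.19, all over the preset minimum of 0.1, and the other pairs had -0.13 to 0.05. Genes are not independent replicates. The best match in the other group carried the same number for 8 of 8 libraries. E592 and N592 had 1 and 8 counts of Xist and 260 and 307 of the Y-linked Ddx3y, and the other libraries had 935 to 1682 and 1 to 7, so that sex went with the number. The number was therefore used as a replicate block in alternative fits. The planned fit has the group alone.

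Genes were kept with edgeR's filterByExpr at its default settings, which left 7667 genes holding 99.3% of all counts. Groups were compared with the quasi-likelihood F-test of edgeR 4.0.16 with TMM normalisation, in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The biological coefficient of variation was 0.346, and 0.304 with the replicate block. The median SE of a log2 fold change was 0.31, and for the 715 genes with a mean log2 CPM of at least 8 it was 0.12. DESeq2 1.42.0 and limma-voom in limma 3.58.1, with sample weights in the unpaired fit, were run beside it. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. CPM are counts scaled to a common library size with TMM factors, and log2 CPM use a prior count of 2. All p-values of single values are two-sided.

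Gene lists were fixed from general knowledge before the data were examined, and some share genes, such as Il1b, Nr4a1, Lgmn and Timd4. Lists with at least 5 tested members were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation, and with fry. Members were also adjusted over the list alone. The rule for naming genes was fixed too. It took, in each direction, the 12 genes with the largest fold change among those past the threshold whose groups did not overlap, at a mean log2 CPM of at least 1, leaving out small RNAs, unnamed loci and histone genes. If fewer than 5 qualified, the genes with the smallest unadjusted p filled the direction up to 5, said not to have passed. From each list up to 4 tested members with the smallest unadjusted p could be named, and Nfatc1 always. Genes outside the rule are said to be chosen after their values were seen.

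The fits were tested on simulated data, made from the counts of these libraries in 3 runs with known changes. At a log2 fold change of 0.5 the unpaired edgeR fit found 2% of changed genes, and the paired edgeR and DESeq2 fits found 23.3% each. At a log2 fold change of 2 they found 57.3%, 74% and 75.3%. False calls were 0 of 124 without pairing, 7 of 213 (3.29%) in paired edgeR and 15 of 225 (6.67%) in paired DESeq2. Camera called a list of 20 members shifted by 0.5 in 3 of 3 runs, and called 0 of 54 lists that were not shifted. That rate may not hold for real lists, since other splits of the real libraries gave up to 7 called lists.

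Alternatives were DESeq2 size factors, upper-quartile scaling, no filter and a filter of at least 10 CPM in 4 libraries, robust dispersions, a test against a minimum log2 fold change of 1, DESeq2, limma-voom, the replicate block and leaving out each library or pair. DESeq2, limma-voom and fry with the block, their own leave-outs, genes with 1 curated transcript only, thinning to equal depth and the fits of the title number were added after the data were seen. Upper limits at a count of 0 take 3 counts and were scaled by the library total without TMM factors. They cover counting error only, since reads without molecular identifiers are not independent molecules. Coordinates are of whole genes, since the table does not split them into exons. All 8 libraries were used, and no column of values per sample was left out. Results of some single genes that the rule or a test picked are not reported here.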

Results

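The RNA of cardiac macrophages was sequenced in 8 libraries, 4 of endocardially derived macrophages (EcTM) and 4 of macrophages without that origin (non-EcTM). The cells were sorted by flow cytometry from hearts of C57BL/6 mice at postnatal day 28. The mice carried Cre recombinase in 1 copy of Nfatc1, a transcription factor gene of the endocardium, and a Tomato reporter at Rosa26 that Cre switches on for good, so descendants of the endocardium keep the colour. The libraries are named E591, E592, E604 and E606 in EcTM and N591, N592, N604 and N606 in non-EcTM, so that each number gives a pair of libraries. The labels do not say whether a number is an animal or a litter, and the p-values below measure the spread between libraries. In edgeR this spread is estimated in part from other genes.

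Counts in genes summed to 2152425, 2326483, 2273598 and 2576407 in E591, E592, E604 and E606, and to 2535413, 2577414, 2281657 and 2937464 in N591, N592, N604 and N606. The mean total was 2332230 ± 178347 (SD, n = 4) in EcTM and 2582990 ± 270030 in non-EcTM, a difference of -250759 with a two-sided exact permutation p of 0.2. EcTM had the smaller total in 4 of 4 number pairs. A gene with no count in a library could still have stood at the level of 3 counts. That level was 1.02 to 1.39 CPM (read counts scaled to a common library size). This limit was scaled by the library total without TMM factors, unlike the CPM of genes below. Genes with at least 1 count numbered 10122 ± 174 in EcTM and 11077 ± 558 in non-EcTM. After thinning every library to the smallest total, 10076 ± 164 and 10935 ± 476 genes were left. Both differences had an exact permutation p of 0.0286, the smallest that 70 assignments allow, and an adjusted p of 0.0857 over the 6 library measures compared. The ribosomal precursor Rn45s took 7.95% ± 0.555 of the counts in EcTM and 8.05% ± 1.02 in non-EcTM.

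The comparison asked how the transcripts of EcTM differ from those of non-EcTM. Itga9, which encodes the alpha chain of an adhesion receptor for tenascin and osteopontin, stood at 839 ± 538 CPM (SD, n = 4) in EcTM and 219 ± 23.0 CPM in non-EcTM. It was higher in EcTM in 4 of 4 pairs. With the pairing by number in the edgeR model, Itga9 was the 1 gene of 7667 past the threshold, with a log2 fold change of 1.70 ± 0.20 (SE) and an adjusted p of 1.12e-04. Its 4 pair log2 ratios had a mean of 1.66 and an SD of 1.01, a spread that this SE understates. The MHC class II genes H2-Ab1, H2-Aa and H2-Eb1 were higher in EcTM by 1.21-fold, 1.30-fold and 1.28-fold in a paired DESeq2 fit, again in 4 of 4 pairs. Complement component C4b was lower, at 0.644 of its non-EcTM level in the same fit.

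The planned edgeR fit of the groups without the pairing called 0 of 7667 genes. In it 257 genes had an unadjusted p under 0.05, 133 higher and 124 lower in EcTM. With no difference at all and independent libraries, 383 would be expected. Without pairing, DESeq2 called 0 of 14295 genes with 457 at an unadjusted p under 0.05, where 715 would be expected, and limma-voom called 0 with 257. With pairing, edgeR called 1 gene with 414 at an unadjusted p under 0.05 and limma-voom called 19 with 471. The limma-voom fits differ in a second choice, since the paired fit had no sample weights. The paired DESeq2 fit gave 758 of 14319 genes an unadjusted p under 0.05, where 716 would be expected, and called 17 of the 4433 genes that its own filter on mean counts kept. The 4 libraries of one group all lay above the 4 of the other in 207 genes, or 2.70%, where chance gives 2.86% for independent libraries. Libraries of the same number were alike, so neither this value nor the 383 and 715 are exact chance values for the unpaired comparisons. A single direction in 4 of 4 pairs was seen in 1088 genes, or 14.2%, where chance gives 12.5%. The median absolute log2 fold change was 0.19, and the median over all genes was 0.01. The paired DESeq2 and limma-voom fits were chosen after the data were seen, and the genes that DESeq2 called are named here after their values were seen.

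Itga9 (Entrez gene 104099) lies on chromosome 9 from 118606709 to 118901003 of GRCm38. It has 2 curated transcripts, so the loss of counts in such genes can touch it, and it is absent from the fits of genes with 1 transcript. In the fit without pairing its log2 fold change was 1.94 ± 0.35 with an adjusted p of 0.315. E591, E592 and E606 had 924, 654 and 1529 CPM, and E604 had 247 CPM. The non-EcTM libraries lay between 199 and 251 CPM. The log2 fold change was 0.25 between E604 and N604 and 1.71 to 2.60 in the other pairs. Without E604, the unpaired fit gave 2.24 and an adjusted p of 2.81e-04, and without both E604 and N604 it gave 2.21 and 0.00251. Over 22 alternatives the log2 fold change of Itga9 ran from 1.47 to 2.24 and its adjusted p from 1.51e-48 to 1. In 4 of them it was under 0.05. The lowest came with no filter on low counts, a fit that gave Itga9 a quasi-likelihood dispersion of 0.480 where its own libraries gave 8.94, and is no measure of its spread. The paired DESeq2 fit gave 1.69 ± 0.47 and an adjusted p of 0.0657. Paired edgeR fits that left out 1 pair each are not among the 22 and were chosen after the results were seen. They gave Itga9 log2 fold changes of 1.37 to 2.14 and adjusted p-values of 4.64e-11 to 0.0376. Paired edgeR p-values of Itga9 do not rest on its own spread alone, since edgeR moderates the dispersion toward other genes. In the unpaired fit the moderated quasi-likelihood dispersion of Itga9 was 4.33, where its own libraries gave 10.7.

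**Figure D1:**
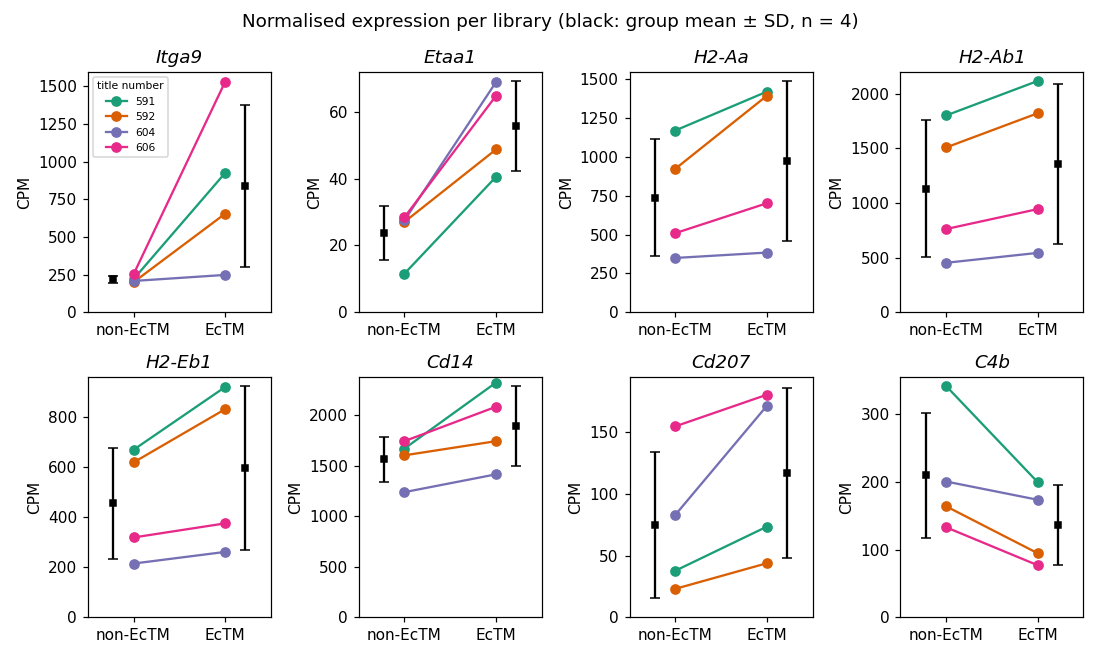
Normalised expression (CPM) of 8 genes in each library, with lines joining libraries of the same number and black squares for the group mean ± SD (n = 4). Itga9 is high in 3 EcTM libraries and near the non-EcTM level in E604, while the MHC class II genes differ more between numbers than between groups.

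Of the 17 genes that the paired DESeq2 fit called, 3 belong to the antigen presentation list of 13 tested genes, and enrichment among the 17 was not tested. H2-Ab1, H2-Aa and H2-Eb1 encode the chains of MHC class II molecules and lie together on chromosome 17, from 34263227 at the start of H2-Ab1 to 34316674 at the end of H2-Eb1 (GRCm38). H2-Ab1 stood at 1356 ± 736 CPM (SD, n = 4) in EcTM and 1130 ± 629 CPM in non-EcTM, and its paired log2 fold change was 0.27 ± 0.05 with an adjusted p of 0.00192. H2-Aa gave 0.38 ± 0.08 with the same adjusted p, and H2-Eb1 gave 0.36 ± 0.08 with an adjusted p of 0.00356. In the paired edgeR fit, 4 of the 13 tested genes of the antigen presentation list were higher in EcTM when p-values were adjusted over the list alone. They were H2-Aa at an adjusted p of 0.00122, H2-Ab1 and H2-Eb1 at 0.00141, and H2-DMa at 0.00599 with a log2 fold change of 0.49 ± 0.14. The list of dendritic cell markers, from another cell type rich in MHC class II, had a median higher in EcTM in 4 of 4 pairs, but 0 of its 7 members passed. Flt3 had a paired log2 fold change of 0.96 ± 0.62, and Zbtb46 had -1.04 ± 0.98 and was higher in EcTM in 0 of 4 pairs. The paired camera test did not call the antigen presentation list, and Cd80, Ifi30, Rfx5 and Rfxap had paired log2 fold changes below 0, which for Rfxap turned to 0.16 in the unpaired fit without E604 and N604. Without pairing 0 of them passed, and the direction of H2-Ab1 turned when E591 was left out, to a log2 fold change of -0.03.

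The other paired DESeq2 calls had varied functions. Cd14, the co-receptor for bacterial lipopolysaccharide, stood at 1891 ± 397 CPM in EcTM and 1564 ± 224 CPM in non-EcTM (log2 fold change 0.27 ± 0.06, adjusted p 0.00542). The pore-forming protein gene Mpeg1 and the lysosomal membrane protein gene Laptm5 were higher by log2 fold changes of 0.28 and 0.19. Cd207, which encodes the lectin langerin, was higher by 0.77 ± 0.19, from 74.5 ± 59.1 to 117 ± 68.7 CPM. The immediate-early transcription factor genes Nr4a1 and Egr1 were higher by 0.22 and 0.18. Etaa1, which encodes an activator of the replication stress kinase ATR, had the largest change of the 17, 1.28 ± 0.27 with an adjusted p of 0.00204, from 23.6 ± 8.07 to 55.7 ± 13.4 CPM. Ucp2, Herpud1, Tnrc18 and Sorl1 were also higher, by 0.20 to 0.60. The lower genes were C4b, by -0.63 ± 0.14 with an adjusted p of 0.00491, and the autophagy gene Atg2a, by -0.44 ± 0.12 with an adjusted p of 0.0461.

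All 17 genes went one way in 4 of 4 pairs, and 12 of them have 1 curated transcript. The count was 2 without E591 and N591, 6 without E592 and N592, 4 without E606 and N606 and 19 without E604 and N604. The genes called without E606 and N606 included 0 of the 17. H2-Ab1 was called in 3 of these 4 leave-out fits. Paired limma-voom called 12 of the 17 and paired edgeR called 0 of them. For each the highest adjusted p of the alternatives was 1, as it was for Itga9, so that value does not measure how far these calls hold. Over their 24 alternatives, which include unpaired fits, log2 fold changes ran from 0.17 to 0.71 for H2-Aa, 0.35 to 1.30 for Cd207 and -0.87 to -0.28 for C4b. In the 4 paired DESeq2 leave-out fits they ran from 0.30 to 0.45, 0.68 to 0.98 and -0.78 to -0.58 in the same order. None of the 17 genes changed direction in these 4 fits. Since each went one way in 4 of 4 pairs, leaving out 1 pair left little room for a reversal. The kept direction is therefore no further evidence for the calls. In simulated data the paired DESeq2 fit found 0.667% of changes of 0.25 on the log2 scale and 40.7% of changes of 1, and 6.67% of its calls were false.

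By the rule fixed before the data were examined, the genes with the smallest unadjusted p in the unpaired edgeR fit are named even though none passed. Toward EcTM they were Itga9, Etaa1, Rpl3, Plaa and Phc2, and toward non-EcTM they included Celsr3, Lama4, Atg2a and Mylk. Apart from Itga9, each had an adjusted p of 0.998. Rpl3 had a log2 fold change of 0.95 ± 0.24, Plaa 0.79 ± 0.22 and Phc2 1.02 ± 0.29. Lama4, a laminin chain of vessel walls, had -2.32 ± 0.65 and -1.37 without N591, the cadherin gene Celsr3 had -1.29 ± 0.35 and Mylk, the myosin light chain kinase gene of smooth muscle, had -0.92 ± 0.27. Rpl3 belongs to a family with many processed pseudogenes, and how shared reads were counted is not given.

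Of the 27 gene lists fixed before the data were examined, 19 had at least 5 tested members. The competitive test camera called 0 of the 19, with 5 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0820. With pairing it also called 0, with 7 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0625, and with an estimated correlation between genes the smallest was 0.793 without pairing and 0.702 with it. The rotation test fry asks whether the members of a list move one way. It called 0 lists without pairing and 3 with it, those of macrophage identity, antigen presentation and dendritic cell markers, all higher in EcTM at an adjusted p of 0.0490. Its test for change in either direction called 4 lists with pairing, antigen presentation, efferocytosis and dendritic cell markers at 0.0260 and immediate-early genes at 0.0304. Adjusted over the list alone and without pairing, 1 member of any list passed, the mural gene Mylk at 0.0222. The counts that follow are from the paired edgeR fit, adjusted over the list alone, and adjusted over all genes no list member passed.

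**Figure D2:**
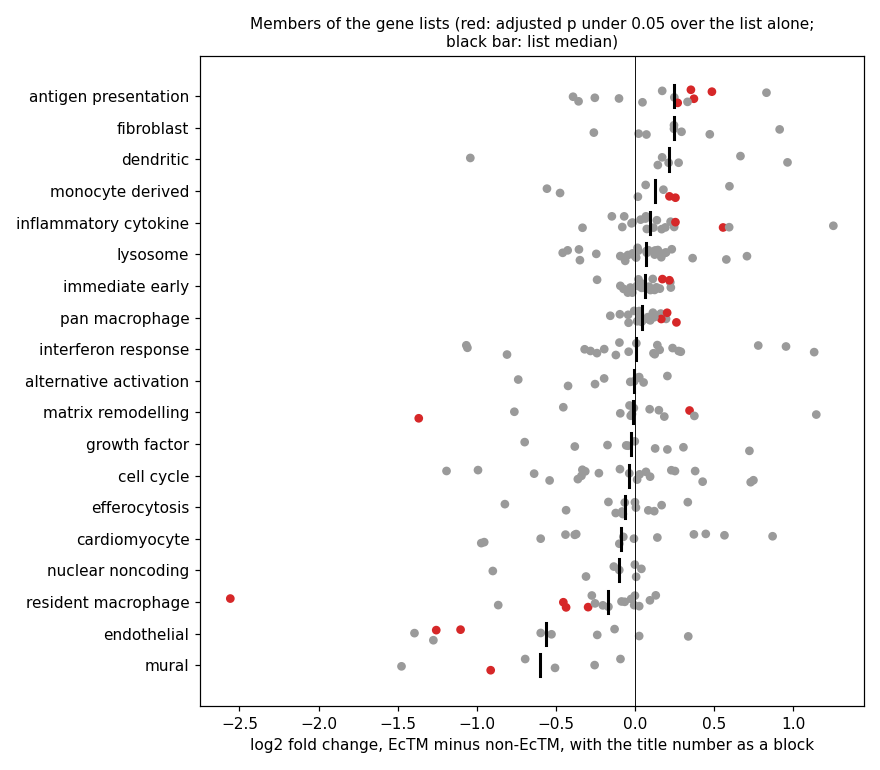
Paired log2 fold changes of the tested members of 19 gene lists, EcTM minus non-EcTM, with black bars at the list medians and red points for members with an adjusted p under 0.05 over the list alone. Antigen presentation, macrophage identity and inflammatory lists carry red points above 0, and the resident macrophage, endothelial and mural lists carry them below 0.

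Among the 21 tested macrophage identity genes, those that passed included Cd14 and Lgmn, both higher in EcTM, at adjusted p-values over the list alone of 0.00758 and 0.0449. In the resident macrophage list 4 of 17 passed, all lower. They were the phosphatidylserine receptor gene Timd4 at -0.44 ± 0.15, the reductase gene Cbr2 at -0.30 ± 0.08, the ficolin gene Fcna at -0.45 ± 0.16 and the endothelin receptor gene Ednrb at -2.56 ± 0.83 (means of 2.69 and 13.6 CPM), with adjusted p-values over the list alone of 0.0293 for Cbr2 and 0.0323 for the others. In the list of monocyte-derived macrophage genes 2 of 8 passed, Il1b and Nr4a1, both higher, while Ccr2 had a log2 fold change of -0.56 ± 0.24 and did not pass. In the inflammatory list 2 of 20 passed, Il1b at 0.26 ± 0.08 and Cxcl1 at 0.56 ± 0.16, both higher at 0.0364. Over 24 alternatives Il1b ran from 0.13 to 0.46 and Cxcl1 from 0.33 to 0.74. Among immediate-early genes, which tissue dissociation can raise, 2 of 22 passed, Egr1 and Nr4a1, both higher. In the matrix remodelling list 2 of 14 passed, the collagenase gene Mmp13 higher at 0.34 ± 0.10 and the protease inhibitor gene Timp3 lower at -1.37 ± 0.38. Timp3 had 135 CPM in N591 and 17.2 to 40.6 CPM in the other non-EcTM libraries, its log2 fold change was 0.32 between E606 and N606, and without N591 the unpaired value was -0.27.

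No member passed among the 13 efferocytosis, 29 lysosome, 10 growth factor, 11 alternative activation, 21 interferon response, 21 cell cycle, 7 dendritic cell and 7 nuclear noncoding RNA genes. Their unpaired median log2 fold changes were -0.01, 0.07, 0.01, -0.01, -0.05, -0.02, 0.20 and -0.14. The growth factor Pdgfb had an unpaired log2 fold change of 0.31 ± 0.14, and its 4 EcTM libraries lay above the 4 non-EcTM libraries. For the matrix remodelling, growth factor and interferon response lists the median, the mean and the test did not all share a sign. Lists with fewer than 5 tested members were not tested as sets. They were haematopoietic progenitors with 3 members, platelets with 4 and neutrophils, B cells and erythrocytes with 1 each, and 0 of these members passed. Lymphocyte markers of T and NK cells, mast cell markers and Nfatc1 had 0 tested members.

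Transcripts of other heart cells were present at low levels and were uneven between libraries. The unpaired median log2 fold change was -0.77 for 10 endothelial genes, -0.89 for 6 mural genes, -0.23 for 14 cardiomyocyte genes and 0.20 for 8 fibroblast genes. In the paired fit the endothelial genes Kdr at -1.26 ± 0.41 and Ptprb at -1.10 ± 0.36 were lower in EcTM at an adjusted p of 0.0279 over the list alone, and so was Mylk at -0.91 ± 0.27 and 0.0164. No cardiomyocyte or fibroblast gene passed. Without N591 camera turned the direction of the endothelial and cardiomyocyte lists to higher in EcTM, with adjusted p-values of 0.787 and 0.695. Kdr stood at 194 CPM in N591 and at 3.95 to 58.0 CPM in the other libraries. When N591 was left out, the unpaired log2 fold change was 0.21 for Ptprb and -0.26 for Kdr.

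Nfatc1 itself had 0 counts in 8 of 8 libraries. It has 6 curated transcripts, and genes with several transcripts lost counts in this table. Of housekeeping genes with 1 curated transcript 10.7% had fewer than 10 counts per library, against 58.3% of 187 with more (Fisher's exact p of 1.77e-29). Other macrophage genes that stood at 0 in 8 libraries were Ctss, Lamp1, Itgam, Folr2 and Spp1. A count of 0 for Nfatc1 is therefore no measure of its expression here.

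**Figure D3:**
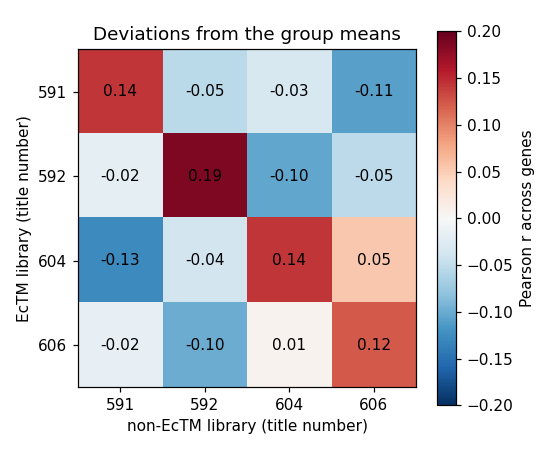
Pearson correlation across 7667 genes between the deviations of each EcTM library and of each non-EcTM library from their group means, by title number. Libraries of the same number correlate at 0.12 to 0.19 and those of different numbers at -0.13 to 0.05.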

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

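The tests of the endothelial and mural genes were chosen after their values had been seen, and Dixon's test of single libraries was planned. Dixon's Q is the gap between the farthest library of a group and its neighbour, divided by the range of the 4 libraries, on log2 CPM. It passed the tabulated critical value in 11 of 142 groups (7.75%), where about 0.05 of groups would pass by chance.

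Genes of other heart cells stood out in N591. Kdr had 194 CPM there and 32.9 to 41.4 CPM in the other non-EcTM libraries (Q 0.871), Fabp4 had 213 CPM against 16.6 to 21.9 (Q 0.893) and Lama4 had 54.8 CPM against 9.78 to 13.2 (Q 0.831). The cardiomyocyte gene Tnni3 was at 10.004 CPM in E591 and at 5.70 to 5.92 CPM in the other EcTM libraries (Q 0.934). E606 was lowest of its group in Ccr2 at 21.3 CPM (Q 0.879), in Ifit1 at 6.32 CPM (Q 0.861) and in Retnla at 11.1 CPM (Q 0.901). The other libraries of the group had at least 48.6 CPM of Ccr2, 27.3 CPM of Ifit1 and 36.8 CPM of Retnla.

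Etaa1 had 11.5 CPM in N591 and 27.0 to 28.4 CPM in the other non-EcTM libraries (Q 0.944), so its highest paired change came from that pair. Ucp2 was highest in E591 at 3760 CPM against 2776 to 2910 (Q 0.845). Nr4a1 was lowest in N604 at 1256 CPM against 1824 to 1946 (Q 0.852). Pdgfb was highest in E592 at 134 CPM against 126 to 127 (Q 0.899), a narrow range in which all 4 libraries lay above non-EcTM. No cause was tested for these 4 genes or for E606.

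The endothelial and mural genes, as 1 set, had a lower mean in EcTM in 3 of 4 pairs. Whether the pair of E591 and N591 or that of E604 and N604 alone makes the difference stays open, since the mean over the other 3 pairs was -0.51 ± 0.67 (SE over pairs) without the first and -0.27 ± 0.45 without the second. A lower share of macrophage RNA in the non-EcTM libraries would raise fibroblast genes as well. The fibroblast mean exceeded the endothelial and mural mean by 0.86 ± 0.74 over 4 pairs, too wide a spread to decide, and the labels give no sort gates. Residual vessel cells in the sorted non-EcTM and a difference between the macrophages cannot be told apart for these genes.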

How the results depend on the processing

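The paired DESeq2, limma-voom and fry tests, the leave-outs of the paired DESeq2 fit and the tests with 1-transcript genes were chosen after the data were seen. The unpaired edgeR count of 0 genes was the same in 19 of 24 alternatives, with 22 to 758 genes at an unadjusted p under 0.05. It was 7 with no filter on low counts (Itga9 higher; Timp3, Ptprb, Adgrf5, Ptrf, Kdr and Plcb4 lower; this fit left each gene's own spread out of its dispersion), 1 with the replicate block (Itga9) and 17 for DESeq2 with the replicate block. Leaving out libraries or pairs gave 0 to 1, with Itga9 called without E604 and without E604 and N604. The 17 genes of DESeq2 with the replicate block became 10 with 1-transcript genes only, of which 9 were shared, 11 with no independent filtering, 10 shared, and 1 for edgeR with the replicate block, 0 shared. Leaving out pairs gave 2 to 19 genes, with 2, 4, 8 and 0 shared for the pairs of E591, E592, E604 and E606 in turn. Limma-voom with the block gave 19, with 12 shared.

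Gene list tests gave 0 called lists, 3 with fry and the replicate block, and 0 to 3 when a library was left out. The lists called were resident macrophage without E604, N591 or N606, immediate-early and fibroblast without N591, mural without N592 or N606, interferon response without N604, and inflammatory without N606. These leave-outs used camera at its preset correlation and were not repeated at an estimated one. With all libraries the estimated correlation gave a smallest adjusted p of 0.793 without pairing and 0.702 with it. Of 67 genes followed, all but 8 kept their direction in every alternative. When libraries were left out, H2-Ab1 ran from -0.0325 (without E591) to 0.58 and was -0.001 without N604, Ptprb ran from -1.88 to 0.21 (without N591) Fabp4 from -1.97 to 0.76 (without N591), Hspa1a from -0.44 to 0.26, Hspa1b from -0.41 to 0.38, Rfxap from -0.43 to 0.16, Golga4 from -0.0778 to 0.13 and Ctdspl from -0.14 to 0.15. Limma-voom with quality weights gave 0.0734 for Hspa1b and 0.0456 for Ctdspl. Of 1561 values 1514 kept direction and side of the threshold, 24 crossed it and 23 reversed. The library total stayed lower in EcTM in each alternative, from -351202 to -132600. The cause of these changes was not tested, except that leave-outs and 1-transcript fits hold fewer samples or genes and for the fit with no filter. Depth limits genes of low count: the median SE was 0.31 for all tested genes and 0.12 for those with a mean log2 CPM of at least 8.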

Other observations

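The splits of the samples and the test of genes beside Itga9 were set out in advance, and the other tests here, with the comparison of title numbers, were chosen after the results were seen.

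The title numbers differed in more genes than the groups, but the counts are not like for like. That for the numbers tests any difference among 4 numbers, and that for the groups tests 1 difference. With the group in the edgeR model, 233 of 7667 genes differed between the 4 numbers, with 862 at an unadjusted p under 0.05, while 1 gene differed between the groups in the same model. The count of genes differing between title numbers was 223 to 237 with other scalings or a stricter filter, and a DESeq2 likelihood ratio test gave 435. Among the lists, 11 of 21 interferon response genes, 10 of 21 cell cycle genes, 6 of 10 endothelial genes, 4 of 13 antigen presentation genes and 7 of 22 immediate-early genes differed. So did 3 of 7 nuclear noncoding RNA, 3 of 8 fibroblast, 4 of 11 alternative activation, 2 of 8 monocyte-derived, 5 of 21 macrophage identity, 4 of 17 resident macrophage, 4 of 20 inflammatory, 1 of 6 mural, 2 of 14 matrix remodelling, 1 of 13 efferocytosis, 1 of 14 cardiomyocyte and 1 of 29 lysosome genes. None of 10 growth factor, 7 dendritic cell or the members of smaller lists did.

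H2-Ab1 stood at a mean of 1958 CPM in E591 and N591, 1664 in E592 and N592, 497 in E604 and N604 and 852 in E606 and N606, a range of 3.94-fold (adjusted p 3.55e-13). The proliferation gene Mki67 went the other way, at 516, 446, 1298 and 1378 CPM in the same order (adjusted p 4.71e-11). The interferon-induced gene Oasl2 was at 231, 114, 358 and 92.6 CPM (adjusted p 9.14e-08), the endothelial gene Cdh5 at 182, 18.3, 21.0 and 48.3 CPM (adjusted p 9.94e-06) and the macrophage gene F13a1 at 52.4, 128, 146 and 0.330 CPM (adjusted p 1.64e-04). These genes were chosen after their values were seen. The labels do not say what a number stands for, so animal, sort day, dissociation and sex were not separated. Xist, which went with sex, is among the nuclear noncoding RNA genes that differed (adjusted p 5.43e-16).

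With the group alone in the model, the real groups gave 0 genes and 0 gene lists, counts that 35 of 35 splits of the 8 libraries into 4 and 4 must reach, so this says nothing about chance. The highest other split gave 64 genes, and the highest gave 7 lists. The split with 64 genes sets E591, N591, E592 and N592 against the other libraries, and the split of E591, N591, E604 and N604 against the rest gave 26. The third split that keeps the pairs together, E591, N591, E606 and N606 against the rest, gave 0 genes. In gene counts a structure by number therefore shows in 2 of these 3 splits. Camera called 3, 4 and 5 lists in them, in the same order. With the number as a block, 8 splits part each pair, too few for a share under 0.05. Among these the paired edgeR fit gave as many genes as the real 1 in 4 splits, with a highest other of 3. The paired DESeq2 fit gave as many as the real 17 in 1 split, the real one, with a highest other of 2, and paired fry gave as many as the real 3 lists in 1 split, with a highest other of 0.

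For the first hypothesis, a higher level of Itga9 in EcTM, reads from a neighbouring gene are argued against, since Golga4 had a paired log2 fold change of 0.0237 ± 0.10 and Ctdspl -0.03 ± 0.33. A single pair of libraries is not the cause, as the log2 fold change was 1.71 to 2.60 in pairs besides E604 and N604. The lowest change without 1 pair was 1.37, without E606 and N606. Its edgeR SE of 0.22 does not rest on the spread of Itga9 alone. RNA of endothelial cells in the EcTM libraries would raise endothelial genes with Itga9, but in 3 of 4 pairs the endothelial list was lower in EcTM, and its mean over 4 pairs was -0.70 ± 0.50. This list pools endothelial and endocardial markers, and 10 of its 28 members were tested. RNA of endocardial cells alone was therefore not tested. In the pair of E606 and N606 both were higher, by 2.60 and 0.53, and in that of E604 and N604 both were lowest, at 0.25 and -1.88, and 4 pairs are too few to test whether they move together. RNA of endocardial cells, loss of counts in a gene with 2 curated transcripts, chance and the origin of the cells stay open.

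The genes that DESeq2 called with the pairing give a second hypothesis, that EcTM may carry slightly more MHC class II transcripts. More macrophage RNA in EcTM would raise all macrophage genes alike, but the resident macrophage list had a mean of -0.36 ± 0.13 (SE over 4 pairs) while the macrophage identity list had 0.06 ± 0.01. In the paired edgeR fit 14 of the 17 resident macrophage genes were lower, with a median of -0.17 and Ednrb at -2.56. Paired camera (0.0625) and paired one-way fry (0.431) did not call the resident macrophage list, so it argues only weakly against this explanation. Loss of counts in genes with several transcripts would not explain 12 of the 17, which have 1 curated transcript, and stays open for the rest. Their share, 70.6%, is near the 68.7% of tested genes with a known transcript number, so the share itself decides nothing. RNA of dendritic cells may also raise MHC class II genes, and this stays open. The dendritic cell list had a mean of 0.20 ± 0.05 over 4 pairs and the called MHC class II genes 0.33 ± 0.04. In the unpaired fit 6 of the 7 list members were higher in EcTM and 1 was lower. Paired fry called the list at an adjusted p of 0.0490, and paired camera, at 0.0686, did not. Unpaired camera gave 0.143 for the list, and 0.568 with members of this list only. In the paired fit 0 of 7 members passed, and Wdfy4 at 572 and 506 CPM is no marker of few cells. Zbtb46 was lower in EcTM in 4 of 4 pairs, but by -1.04 ± 0.98 at means of only 1.68 to 4.88 CPM per title number. Uneven dissociation stays open. Egr1 and Nr4a1 were higher, and 8 of 22 immediate-early genes had an unadjusted p under 0.05 in the paired edgeR fit, all higher. Paired fry called the immediate-early list in either direction (0.0304), but paired camera (0.148) and one-way fry (0.431) did not call it. Its heat shock genes were mixed. Hspa1a (-0.09 ± 0.08), Hspa1b (-0.02 ± 0.08) and Dnajb1 (-0.24 ± 0.13) were not higher. Hspa8 (0.01 ± 0.07) was level, and Hsp90aa1 (0.23 ± 0.10) was higher without passing.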
